A study of Mus musculus with 2 samples.

How the data were processed

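CUT&Tag maps where an antibody's target sits on chromatin: the antibody tethers a fusion of protein A and the transposase Tn5 (pA-Tn5), which cuts the nearby DNA and attaches sequencing adapters to the cut ends. The series holds 2 libraries from the hippocampus of C57BL/6J mice of the genotype named CamK-PARIS, 1 made with an anti-FLAG antibody and 1 made with IgG as the negative control. Both the anti-FLAG group and the IgG group therefore have 1 library, and no replicate error can be given for any value.

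Per the labels' protocols, the authors trimmed the paired-end reads, aligned them to mm10 with Bowtie2, removed low-quality and duplicate reads, and called peaks with SEACR against the IgG library. The labels give no version, no SEACR normalization mode and no stringency setting. The deposited peak list gives, for each peak of the anti-FLAG library, the authors' total signal (coverage summed over the bases of the peak), the authors' maximum signal and the part of the peak that holds the maximum. Both signal columns hold whole numbers. The labels mention RPKM scaling only for signal tracks, which were not used here. The second deposited table places the region of maximum signal of each peak relative to genes, with an annotation class, the assigned transcript and gene and the signed distance to its transcription start site (TSS). The tool and the transcript set behind that table are not stated. Its copy of the total signal equalled the value in the peak list for 100% of the annotated peaks. No file of the IgG library was analysed here, so its background enters only through the authors' peak calling. No sequencing depth is given by the files, so depth per library is unknown, and the confidence intervals below cover counting error over peaks only. Peaks of 1 library are not replicates, and each test below compares positions within this library, not conditions.

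The reference genome was GRCm38.p6 and the gene annotation GENCODE M21, both of the mm10 build. All peaks on chromosomes 1 to 19, X and Y lay within the reference chromosome lengths. Of those peaks, 99.0% had an assigned transcript that is in GENCODE M21, and 100% of these transcripts had the same start and end in both. Coordinates are given on mm10 and counted from 1. Positions were also classified with GENCODE M21 at the middle of the region of maximum signal, with the priority promoter (within 1, 2 or 3 kb of a TSS), 5′ UTR, 3′ UTR, exon, intron, 300 bp downstream of a gene, and distal intergenic. This classification matched the authors' class for 90.7% of peaks. The same number of positions per chromosome was placed at random 1000 times outside assembly gaps and classified in the same way. Shares carry Wilson 95% intervals.

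The shape of a peak was measured as its total signal divided by the product of its maximum signal and width, which is 1 for a rectangle of constant height. Peaks with a ratio of at least 99% are called constant-height peaks. This measure, its threshold and the comparisons of constant-height peaks with the other peaks were chosen after the data had been seen. The annotation shares, the ranking of peaks by signal, the motif and GC comparisons, the density per chromosome, the rule for named genes and most alternatives were fixed before the data were examined. The share of gene starts with a peak and the density of peaks inside gene bodies were added later, as descriptions.

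The motif search used TATTTT(T/G), the insulin response sequence that has been reported as the binding element of PARIS, on either strand of 200 bp windows centred on the region of maximum signal. Controls were windows of the same length 1000 bp to either side and 5 shuffles of each window that kept its dinucleotide counts. Summit windows were compared with 1 randomly chosen flank each by a two-sided exact sign test. The shuffles were also made for the left flank, an addition made after the first result was seen. GC content was compared over the same windows. Peak density was counted per Mb of sequence without gaps. The genes named are those of a fixed list of 9 (Ppargc1a, Pck1, G6pc, Igfbp1, Mdm4, Tkt, Nrf1, Zfp746 and Camk2a), the genes assigned to the 5 peaks with the highest maximum signal and the 5 with the highest total signal on chromosomes 1 to 19, X and Y, and the 5 genes with the most assigned peaks. The list holds genes with insulin response sequences or reported links to PARIS, the mouse gene of PARIS (Zfp746), and Camk2a because of the genotype's name. For each gene the highest percentile of maximum signal among its assigned peaks was taken (0 without a peak), and the median over the list was compared with that of 10000 random lists of 9 protein-coding genes. Lists matched on gene length were added after the data were seen.

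The alternatives were stricter subsets of peaks (maximum signal above the median, the top 10% by maximum or total signal, at least 200 bp wide), merging of peaks within 1 kb, chromosomes 1 to 19 and X only, other TSS distances (500 bp and 3 kb), other window sizes, other rankings of peaks, annotation of whole peaks, summit windows with repeat-masked bases left out, each form of the motif alone, and, added after the data were seen, leaving out constant-height peaks and other ratio thresholds. Merging kept only the peak with the highest maximum signal of each group and dropped the others. No joined regions were made. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, numba 0.67.0 and matplotlib 3.10.9. The scripts were tested on simulated data. Of 1000 simulated peaks of 1 copied fragment, 100% were called constant height, and 100% of 1000 simulated peaks of 2 offset fragments were not. The simulated settings fixed both outcomes by arithmetic, so they check the calculation and not the threshold. Smaller offsets between 2 fragments of many copies were not simulated. For a motif planted in 10% of 20000 simulated windows, the estimated share of planted windows was 10.4%. That estimate was the difference from unplanted windows, rescaled for windows that held the motif anyway. A period built into 60000 simulated widths was found again.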

Results

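CUT&Tag libraries from hippocampal tissue of CamK-PARIS mice were used to ask where PARIS sits on chromatin. PARIS is a zinc-finger transcriptional repressor encoded in the mouse by Zfp746, and it was captured here with an antibody against FLAG, a short peptide tag. The data consisted of 1 anti-FLAG library, whose peaks the authors had called against 1 IgG library. With 1 library per antibody, no difference between the antibodies could be tested against replicate error, and every value below describes the anti-FLAG peak list.

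The list held 99797 peaks, which covered 42.0 Mb. Of these peaks, 99707 lay on chromosomes 1 to 19, X and Y. The other 90 lay on 22 unplaced or unlocalized sequences, and no peak lay on the mitochondrial genome. Peak width had a median of 363 bp and quartiles of 186 and 581 bp, and it ranged from 32 to 6161 bp. The authors' maximum signal per peak had a median of 101, with quartiles of 66 and 135 and a range from 5 to 2395. The authors' total signal per peak had a median of 24532 and was never below 3329. The sequencing depth of both libraries is unknown from these files. The stricter peak sets hold fewer peaks by construction, and leaving out constant-height peaks (described next) left 36632.

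Most peaks had a constant height. The ratio of total signal to maximum signal times width had a median of 0.9998 over all peaks, and 63165 peaks (63.3%, 95% Wilson interval 63.0 to 63.6) had a ratio of at least 99%. Of a looser and a stricter threshold on the ratio, the stricter changed this share most, to 60.9%. The constant-height peaks fell short of a full rectangle by a median of 2 units of coverage times bases. They had a median width of 247 bp, and their widths stopped at 700 bp except for 1 peak of 701 bp. Among the other 36632 peaks the median ratio was 0.558 and the median width 604 bp, and 34.1% (33.7 to 34.6) were wider than 700 bp. The maximum signal of the constant-height peaks had a median of 91, with quartiles of 61 and 117, against a median of 134 for the other peaks. Constant-height peaks carried 42.2% of the total signal of the list.

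**Figure D1:**
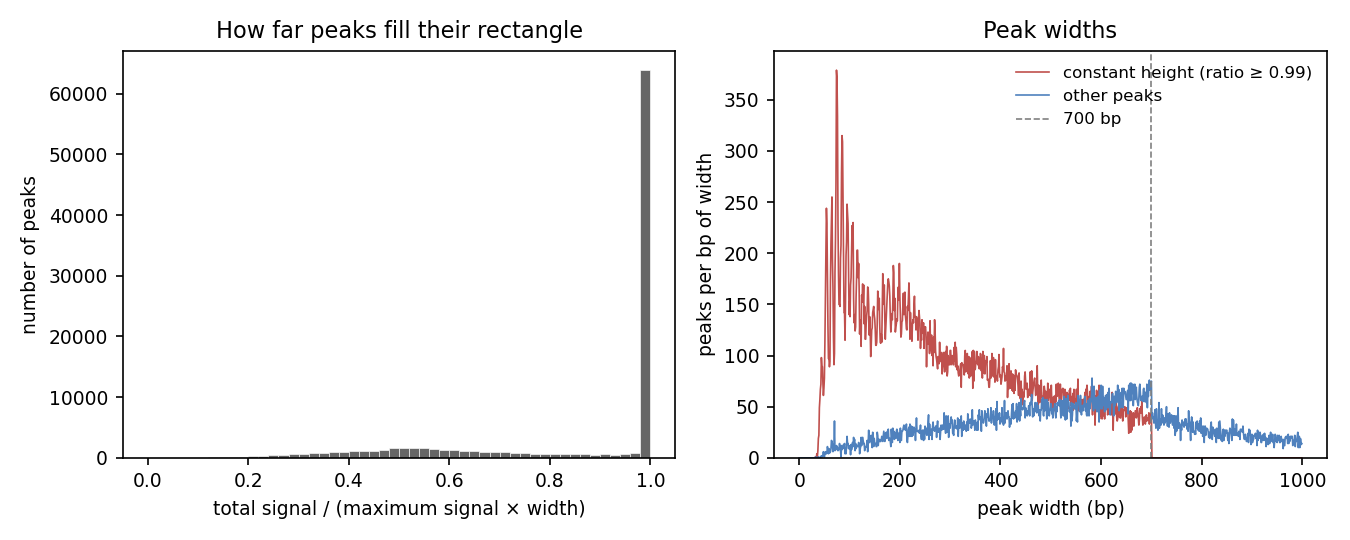
Left, number of peaks by the ratio of total signal to maximum signal times width. Right, number of anti-FLAG peaks at each width (bp, up to 1000 bp) for the 63165 constant-height peaks (red) and the 36632 other peaks (blue), with 700 bp dashed: the red curve ends there.

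The first planned question was where the peaks lie relative to genes. In the authors' annotation of 99782 peaks, 24550 (24.6%, 24.3 to 24.9) were in promoters, taken as within 3 kb of a TSS, 37912 (38.0%, 37.7 to 38.3) were in introns and 31838 (31.9%, 31.6 to 32.2) were distal intergenic. Exons held 3.52%, 3′ UTRs 1.75%, 5′ UTRs 0.106% and the 300 bp downstream of genes 0.120%. The promoter share moved most among the 10% of peaks with the highest total signal, where it was 45.8%. For comparison with chance, observed and random positions were both classified with GENCODE M21. Promoters within 3 kb held 29.7% of peaks in this annotation against 16.1% ± 0.115 (SD over 1000 random placements), a ratio of 1.84. The ratio was highest within 1 kb of a TSS, at 2.71 (17.2% of peaks against 6.34% ± 0.0790 of random positions). It was 1.36 between 1 and 2 kb and 1.19 between 2 and 3 kb. In all 3 distance classes 0 of the 1000 placements reached the observed share. Distal intergenic positions held 30.01% of peaks against 46.6% ± 0.153, and 0 of the 1000 placements were as low.

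These shares differed with the shape of the peak. Within 1 kb of a TSS, GENCODE M21 placed 12.4% of the constant-height peaks and 25.4% of the other peaks, against 6.34% of random positions. For introns the direction changed: 39.1% of constant-height peaks were intronic, above the random 34.8% ± 0.152, while 33.9% of the other peaks were, below it. Distal intergenic positions held 32.5% of constant-height and 25.8% of other peaks.

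**Figure D2:**
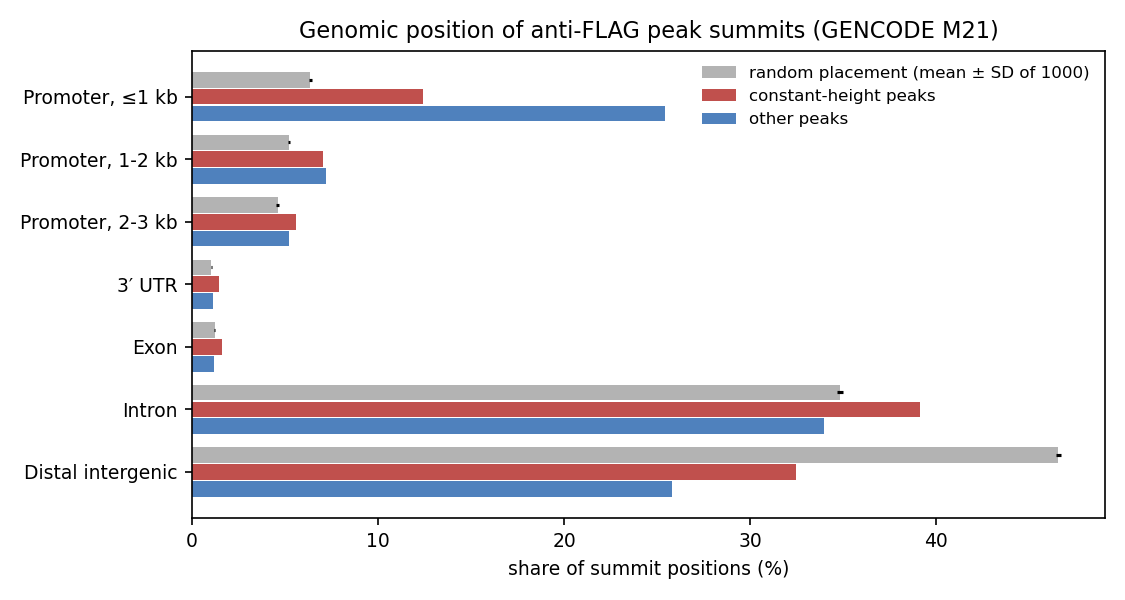
Share of summit positions (%) in the larger GENCODE M21 classes for random placement (grey, mean ± SD over 1000 placements), constant-height peaks (red) and other peaks (blue). Within 1 kb of a TSS the shares are 6.34%, 12.4% and 25.4%.

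By the authors' distances, taken from the region of maximum signal, 15.3% of peaks (15.1 to 15.5) lay within 1 kb of a TSS. That region was at distance 0 for 3.03% of peaks (2.92 to 3.14), and the median distance was 14783 bp. A peak can overlap a TSS without being in the 3.03%, because its region of maximum signal may lie to one side. The share within 1 kb was 10.8% (10.5 to 11.01) for constant-height peaks and 23.2% (22.7 to 23.6) for the others. It was highest, at 36.0%, among the 10% of peaks with the highest total signal. A peak within 1 kb was assigned to 10094 genes, and to 6722 genes when constant-height peaks were left out. Seen from the genes, 39.4% (38.7 to 40.01) of the 21921 protein-coding gene starts had a peak within 1 kb, and 27.8% (27.2 to 28.4) had one that was not of constant height.

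Peaks were then ranked by maximum signal to ask whether higher peaks lie nearer to TSSs. The share within 1 kb was 10.3% (9.69 to 10.9) in the lowest decile and 32.3% (31.4 to 33.2) in the highest, a difference of 22.0 percentage points. The rise was concentrated at the top. In the lowest decile 68.9% of peaks were of constant height, in the highest 0.140%. Among constant-height peaks alone, the share near a TSS did not rise steadily with the signal. It was 9.78% (9.08 to 10.5) in their lowest decile, 11.5% (10.8 to 12.3) in decile 5 and 9.33% (8.63 to 10.1) in their highest. Their median width fell from 505 bp in the lowest to 144 bp in the highest. The lowest total signal in the list, 3329, leaves out peaks that are both low and narrow. Among the other peaks it rose from 11.5% (10.5 to 12.6) to 39.2% (37.7 to 40.8). Ranking by total signal divided by width reduced the difference over all peaks to 8.26 percentage points.

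**Figure D3:**
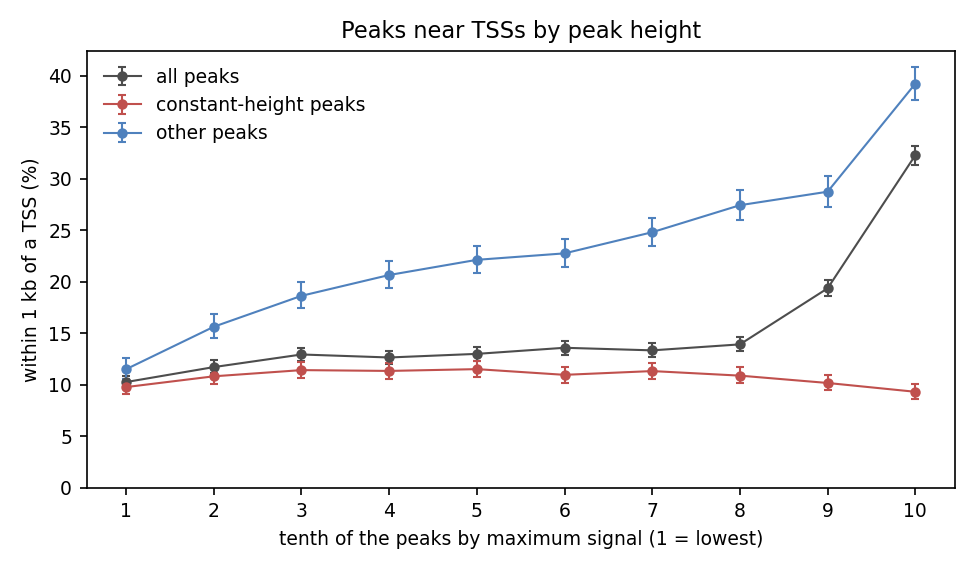
Share of peaks within 1 kb of a TSS (%, with 95% Wilson intervals) in each decile of the peaks by maximum signal, for all peaks (grey), constant-height peaks (red) and other peaks (blue), each set ranked on its own. The red points stay between 9.33% and 11.5%, and the blue points rise from 11.5% to 39.2%.

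The insulin response sequence TATTTT(T/G) was searched in 200 bp windows at 99676 summits. It was present in 9.97% (9.78 to 10.2) of summit windows and in 13.6% of flanking windows 1000 bp away, a difference of -3.59 percentage points. In the exact sign test against 1 flank each, 8330 summits had the motif where the flank lacked it, and 11986 had the reverse (two-sided p = 8.4e-146, over windows of this library). The difference stayed negative under all alternatives tried and was largest, -7.47 percentage points, when summit windows with repeat-masked bases were left out. That filter was defined on the summit windows, so summits and flanks may differ in repeats, and the larger size cannot be read as a stronger deficit. Summit windows were richer in GC than their flanks, at 49.0% ± 8.92 (SD over windows) against 45.6% ± 6.80 (SD over the mean of both flanks of each peak). Averaging the flanks narrows their SD, so these SDs cannot be compared. The mean difference of 3.44 percentage points rose to 7.42 among the 10% of peaks with the highest total signal. Against shuffles that kept the dinucleotides of each summit window, the motif was 1.65 times as frequent (9.97% against 6.04%). In the left flanks this ratio was 1.502 (13.6% against 9.04%). In peaks that were not of constant height, 7.02% (6.77 to 7.29) of summits and 12.3% of flanks had the motif, the ratio to shuffled windows was 1.93 at summits and 1.58 in left flanks, and GC content was 52.8% against 47.0%.

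Peak density on the 19 autosomes had a mean of 41.1 ± 6.12 peaks per Mb (SD over chromosomes). It ranged from 31.0 on chromosome 3 to 56.6 on chromosome 11. Chromosome X had 12.1 peaks per Mb, below every autosome, and 0.296 times the pooled autosomal density. Among the 10% of peaks with the highest maximum signal this ratio was 0.201. Chromosome Y had 93 peaks, or 1.06 per Mb.

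The fixed list asked whether genes with reported links to PARIS or to the transgene had peaks. Ppargc1a (ENSMUSG00000029167, chromosome 5, 51454250 to 51567726, minus strand) is a reported target of PARIS. The authors assigned 18 peaks to it, of which 9 were not of constant height, but none lay within 1 kb of a TSS of the gene. The nearest, at 51517541 to 51517809 in intron 2 of 12, lay 36062 bp from the TSS assigned to it and had a constant height of 107. It was the only peak within the gene body. Pck1 had 6 assigned peaks, all of constant height, the nearest at -1777 bp from the TSS (upstream). G6pc had 3 assigned peaks, the nearest at -7786 bp, Tkt had 2, the nearest at -11032 bp, and Igfbp1 had 0, with the nearest peak 16083 bp from its start. Mdm4 had 8 assigned peaks, 2 of them within 1 kb of an annotated TSS. The one that overlapped a TSS (chromosome 1, 133025174 to 133025476) had a maximum signal of 239 and was not of constant height. The 5′ end of Mdm4 was 5085 bp from the nearest peak. Nrf1 had 5 assigned peaks, 1 of which (chromosome 6, 30047358 to 30048734, maximum signal 90) overlapped the gene start.

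Zfp746 (chromosome 6, 48062395 to 48086593, minus strand) had 4 assigned peaks, and the one at 48085862 to 48086950, with a maximum signal of 166, overlapped its gene start. Camk2a (chromosome 18, 60925618 to 60988152, plus strand) had 22 assigned peaks, of which 12 were not of constant height. A peak of 1715 bp at 60924270 to 60925984 spanned its TSS with a maximum signal of 300 and the rank 367 of all peaks by total signal, and a peak at 60921308 to 60922168 reached 349. The median of the highest peak percentile over the 9 genes of the list was 87.1, which stood at the 90.9th percentile of 10000 random lists of 9 of the 21911 protein-coding genes. That median was the value of Ppargc1a. Its highest peak was distal intergenic, at -237401 bp from the TSS assigned to it. The list was at the 64.9th percentile when only peaks within 5 kb of a TSS were counted, the alternative that moved it most among those with a usable value, and at the 84.8th against lists matched on gene length. It stayed within the central 95% of random lists in these 3 comparisons. When only peaks within 100 kb of a TSS were counted, which leaves out that Ppargc1a peak, the list was at the 91.5th percentile.

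**Figure D4:**
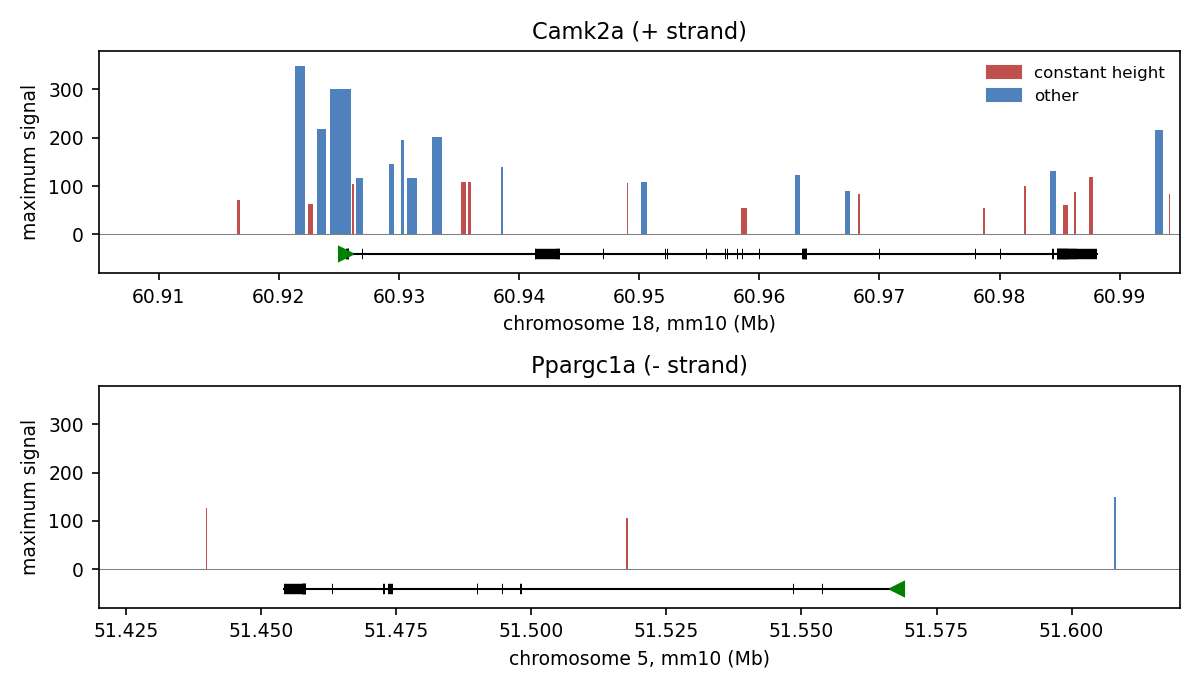
Anti-FLAG peaks around Camk2a (top) and Ppargc1a (bottom), with the authors' maximum signal on the vertical axis and the position on mm10 in Mb on the horizontal axis. Bars are peaks (red, constant height, and blue, other, with narrow peaks widened to be visible), black boxes are exons and the green triangle marks the gene start, with 4 peaks within 1 kb of a TSS of Camk2a and 0 for Ppargc1a.

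The 5 peaks with the highest maximum signal were assigned to Wbp11 (2395, chromosome 6, 136816507 to 136817643, in intron 10 of 11), Slc8a2 (1478, chromosome 7, 16129124 to 16130664), Gfra2 (1450, chromosome 14, 70889012 to 70890670), Klf7 (1263, chromosome 1, 64119676 to 64122374) and 1700069L16Rik (1234, chromosome 5, 113716164 to 113717298, in intron 2 of 2). The peaks of Slc8a2, Gfra2 and Klf7 overlapped a TSS of the gene. The 5 peaks with the highest total signal were assigned to Stac3 (1027054, chromosome 10, 127507602 to 127513762), Lrig3 (884413, chromosome 10, 125902824 to 125905380, distal intergenic), Bhlhe40 (853180, chromosome 6, 108658911 to 108661738), 4930570G19Rik (767929, chromosome 3, 156560373 to 156563642) and Dlg4 (750412, chromosome 11, 70026828 to 70030165). The peak assigned to 4930570G19Rik also overlapped a TSS of Negr1. None of these 10 peaks was of constant height.

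The genes with the most assigned peaks were Rbfox1 with 133, Rbfox3 with 101, Auts2 with 96, Celf2 with 94 and Celf4 with 91. These are long genes, from 276.5 kb (Celf4) to 1526 kb (Rbfox1). The density of peaks inside the gene body, set against the mean of the same chromosome, was 6.00 times as high for Celf4 and 3.98 times for Rbfox3. For Rbfox1 it was 2.01 times, for Auts2 1.65 times and for Celf2 1.64 times as high. Most of the peaks assigned to Rbfox1 were of constant height, with 39 of the 133 that were not, while 66 of the 101 peaks of Rbfox3 were not.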

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

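The 12 results were recomputed under 98 alternatives in all. Of these, 61 moved a value and 2 reversed one. The other 35 left a share, difference or ratio within its counting interval, a test on the same side of its threshold, or the number of peaks within 1.5 times 99797. By that last criterion the number of peaks counts as unmoved at 87200 with peaks within 1 kb merged, at 72425 with peaks at least 200 bp wide, and at 99614 on chromosomes 1 to 19 and X. Most alternatives were fixed before the data were examined. Leaving out constant-height peaks, the other ratio thresholds for constant height, its recomputation on chromosomes 1 to 19 and X, and the gene lists matched on length were chosen after seeing the data. With 99797 peaks the counting intervals are narrow, so small shifts count as moves. They do not include any error between animals or libraries, which 1 library cannot give. Except where a subset holds fewer peaks by construction, and for the whole-peak annotation compared below, the cause was not tested.

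Among peaks with maximum signal above the median, the count was 49740, the promoter share (within 3 kb) 27.6%, the intron share 37.4%, the distal intergenic share 29.9%, the promoter share over random placement 2.02, the share within 1 kb of a TSS 18.5%, the GC difference 4.48 percentage points and the density of X over autosomes 0.264. Among the 10% of peaks with the highest maximum signal these were 9980, 41.5%, 31.1%, 23.3%, 2.82, 32.3%, 7.38 points and 0.201. Among the 10% with the highest total signal they were 9980, 45.8%, 29.2%, 20.6%, 3.07, 36.0%, 7.42 points and 0.224. With constant-height peaks left out they were 36632, 32.7%, 35.5%, 27.7%, 2.32, 23.2%, 5.85 points and 0.240, and the rise in TSS share from the lowest to the highest decile was 27.7 points.

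Merging of peaks within 1 kb kept only the peak with the highest maximum signal of each group. With peaks within 1 kb merged in this way, the promoter share was 22.3%, the intron share 38.8%, the distal intergenic share 33.3%, the promoter share over random placement 1.71, the share within 1 kb of a TSS 13.8%, the rise over deciles 24.4 points, the GC difference 3.66 points and the density of X over autosomes 0.313. Peaks at least 200 bp wide gave a promoter share of 26.7%, an intron share of 37.0%, a distal intergenic share of 30.7%, a promoter share over random placement of 1.95, a share within 1 kb of 17.2% and a GC difference of 3.38 points. Annotation of the whole peak with GENCODE M21 gave promoter, intron and distal intergenic shares of 30.7%, 34.9% and 29.6% when 1 bp sufficed. When 50% of the peak had to overlap, they were 29.8%, 37.4% and 30.01%. At the middle of the region of maximum signal, GENCODE M21 gave 29.7%, 37.2% and 30.01%. The 50% rule itself therefore changed little, and its moves from the authors' shares (24.6%, 38.0% and 31.9%) came mostly from the change of annotation. With 1 bp, the intron share also moved from the 37.2%.

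The share of peaks near a TSS was 11.5% within 500 bp and 24.6% within 3 kb, and the rise over deciles was 19.8 points within 500 bp. Ranking by total signal gave a rise of 25.3 points and ranking by total signal over width 8.26 points, the largest change among the alternatives of this result, so its size depends on how peaks are ranked. Windows of 400 bp gave a GC difference of 3.12 points. The share of constant-height peaks was 65.1% at a looser threshold, a ratio of at least 95%, and 60.9% at a stricter one.

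The motif stayed less frequent at summits than in flanks under all 13 alternatives, with differences from -7.47 to -1.44 percentage points. The value of -7.47 came from the repeat filter on summit windows, which may not treat the flanks alike. The next largest was -5.58 points, in windows of 400 bp. The fixed gene list stayed between the 64.9th and 92.2nd percentile of random lists under 8 alternatives, with two-sided permutation p-values from 0.157 to 0.709. Among the 10% of peaks with the highest maximum signal it was at the 47.8th percentile and among the 10% with the highest total signal at the 47.6th, below the middle. In both cases the median of the list and that of the random lists were 0, because most genes had no peak left, so these 2 values carry no information about the list.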

Other observations

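The shape of the peaks bears on several of the other results, though the standing of the fixed gene list among random lists (90.9th percentile) hardly changed without constant-height peaks (91.3rd). Of the tests in this part, those on edge losses, peak heights, copied fragments and Camk2a were chosen after the result was seen, although the periodicity of the widths had not been. The comparison with other T-rich words and all but 1 of the models for chromosome X were added after a first result on the same question was known.

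A rectangle of coverage arises when all fragments under it share the same 2 ends. If duplicates had been removed by position, a peak of height H would have to hold H fragments with different pairs of ends, and if each spans the maximum, these lose at least a calculable number of bases at the edges. For the constant-height peaks this minimum had a median of 728, and the observed loss had a median of 2. Among constant-height peaks 99.85% were below the minimum, but selecting peaks by shape nearly fixes that share. Over all peaks 64.2% were below it. Nearly all of these are the constant-height peaks, so this share restates how common they are and is not separate evidence. Distinct fragments that all span the maximum cannot give a loss below the minimum, which argues against them as the source of those peaks, unless the ends of some fragments met the starts of others base for base. A constant factor that scales 1 fragment to a fixed height is also argued against: the most common height, 105, held 1.02% of these peaks, and 192 of the 196 whole numbers from 5 to 200 occurred as a height. Reads piled up from collapsed repeats would raise the repeat-masked share, which in constant-height peaks was 22.4% against 28.0% at 5 kb away, a difference of -5.57 percentage points.

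A remaining candidate explanation is that each constant-height peak is 1 DNA fragment counted together with its PCR copies. It predicts widths that look like fragment lengths. The widths from 60 to 300 bp had a period of 10.3 bp, as cuts around the DNA helix give, with 58.4 times the median power of periods from 5 to 20 bp. In 1000 simulations from a smooth width histogram the largest such value was 12.6. The other peaks had 3.17 times the median power near this period. Far fewer of them had such widths, and no simulations were made for them. The lower value therefore does not show that they lack the period. Both ends also carried a base preference like that of an insertion site, with 1.92 bits over 20 positions at the left edge against 0.000894 bits at the middle. The background was the base composition of the middle itself, so the low value there is partly built in. The narrowest peaks were left out of this count. The left edge mirrored the reverse complement of the right edge (correlation 0.9996 across bases and positions, which are not independent). The other peaks had a similar edge preference of 1.72 bits. The end of the widths at 700 bp is consistent with an upper limit on aligned fragment length, although no such limit is stated in the labels. No biological explanation was tested for the shape. The labels say that duplicates were removed, and the peak list is consistent with peak calling on coverage that still held them.

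If the constant-height peaks are single copied fragments, the signal in the list rests on far fewer molecules than its heights suggest. Dividing the total signal of all peaks by the mean of a constant-height peak, 21733, gives about 149630 distinct fragments for 99797 peaks, and 2.36 per peak that is not of constant height. This estimate assumes equal copy numbers for all fragments, while the heights of constant-height peaks ranged from 5 to 234. Their median width was 144 bp in the highest decile by signal against 505 bp in the lowest, but no peak had a total signal below 3329, so low peaks had to be wide to be in the list, and the relation of width to height says nothing firm about copying. The share near a TSS did not rise steadily with height among these peaks, with 9.78% of the bottom decile, 11.5% of decile 5 and 9.33% of the top decile within 1 kb. The reading as copies is a hypothesis, and the evidence for it apart from the shape itself includes the power at the period of 10.3 bp, 58.4 times the median. Positions supported by more than 1 molecule may be found among the 36632 other peaks, although the number of molecules in each is not known.

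Why peaks lie near TSSs stays open. A preference for CpG-rich promoters was tested on protein-coding gene starts: 6.02% (5.10 to 7.10) of those in the lowest decile by observed-to-expected CpG had a peak within 1 kb against 64.4% (62.3 to 66.3) in the highest, a difference of 58.3 percentage points that rose through every decile. Active and accessible promoters are often CpG-rich, and Tn5 cuts accessible DNA whatever the antibody, so this preference may come from accessibility or from PARIS itself. Without peaks or coverage of the IgG library these cannot be told apart here, beyond the authors' use of it as a control. The insulin response sequence was tested in the same promoters. Gene starts with the motif within 500 bp had an odds ratio of 0.492 for a peak before GC content was considered and of 1.22 (1.13 to 1.31) within deciles of GC content. By the criterion set in advance, an odds ratio above 1, this favoured the motif. Control words were added only after that value was known. The words made by moving the A of TATTTT(T/G) to another place gave odds ratios from 1.12 to 1.22, and the insulin response sequence ranked 2 of 6, behind ATTTTT(T/G). For peaks that are not of constant height it ranked 1, at 1.28 (1.19 to 1.39), with the next word at 1.20 (1.11 to 1.30). The intervals overlap, so an effect of this sequence and an effect shared by T-rich words cannot be told apart. The deficit of the motif at summits is likewise shared by all 6 words, whose summit-to-flank ratios ran from 0.699 to 0.746.

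Chromosome X had 0.296 times the peak density of the autosomes. Base composition, gene density and repeats may account for part of this: a Poisson model of peaks per Mb, fitted on autosomes with all 3, left X at 0.608 of its prediction, while autosomes left out in turn ranged from 0.937 to 1.06. As the whole cause they are therefore argued against. A sample with 1 copy of X is a candidate explanation, and chromosome Y had 17 peaks in its first 4 Mb. The sex of the animals is not given. In that model, the only one planned, X lay 2.69 SDs of the autosomes above 0.5. That is the ratio expected for 1 copy if the number of called peaks scales with copy number, which was assumed and not tested. By the criterion set in advance, the 2.69 SDs counted against 1 copy. The same model on peaks that are not of constant height put X at 0.576, which is 1.46 SDs above 0.5. The 4 other sets of covariates were tried after this value was known, and they gave ratios from 0.334 to 0.593. With GC alone X was at 0.546 (0.957 SDs above 0.5), and with TSS count alone it was at 0.334 (-1.78 SDs). The choice of model and of peaks decides how far X lies from 0.5, which keeps this open, and a biological difference between X and autosomes was not tested.

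Camk2a had 33.6 peaks per 100 kb of gene body against a median of 4.54 over 3476 autosomal protein-coding genes of 40 to 100 kb. Only 9 of these genes, Camk2a included, had a density as high. The genotype's name raises the hypothesis that a transgene with the Camk2a promoter added copies of that sequence. It predicts an excess upstream of the gene that is larger than in its body. The 9 kb upstream held 4 peaks (median gene, 0), or 44.4 per 100 kb, a higher density than in the body. Among the compared genes this was at the 98.8th percentile, or at 99.71 when genes with as many peaks are counted below it, against 99.74 for the gene body. Promoter copies alone leave the excess in the body unexplained, and the counts upstream are too few to say whether such copies add to it, so the transgene and a general excess over this gene cannot be told apart upstream.

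Ppargc1a is a negative result with a limit. The nearest peak to any of its annotated TSSs was 36062 bp away, while 39.4% of protein-coding gene starts had a peak within 1 kb. With 1 library of unknown depth, the absence of a peak at 1 gene does not exclude binding there.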
